A study of Mus musculus with 20 samples. Its data were reported in "Dysregulation of PRMT5 in chronic lymphocytic leukemia promotes progression with high risk of Richter’s transformation" (2023).

How the data were processed

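Single-cell RNA-sequencing (scRNA-seq) was measured in 20 libraries of unselected live cells from 13 mice: 5 Eµ-PRMT5 spleens, 4 Eµ-TCL1 spleens, 4 Eµ-PRMT5/TCL1 spleens, 3 Eµ-TCL1 lymph nodes and 4 Eµ-PRMT5/TCL1 lymph nodes. Eµ-PRMT5 and Eµ-TCL1 mice carry a human cDNA (PRMT5, an arginine methyltransferase, or TCL1, an oncogene) driven in B cells by the immunoglobulin heavy chain enhancer, and Eµ-PRMT5/TCL1 mice carry both. These mice develop a disease like chronic lymphocytic leukaemia (CLL), and tissues were taken when mice met the criteria for euthanasia. Groups, tissues and mouse numbers were taken from the sample titles, and each library is named by its group and a replicate number. Libraries were made with 10x Genomics 3′ chemistry, in which each captured RNA molecule carries a unique molecular identifier (UMI), so that amplification copies count once. The authors deposited unfiltered matrices of UMI counts per gene and droplet barcode made with Cell Ranger. The matrix headers name version 3.1.0, which is not the version in the study's methods. The values are whole-number counts that were not normalized, with 31053 genes in each matrix. The study names the mouse genome GRCm38 among its resources, but does not state the reference used to align the single-cell libraries. Gene symbols and Ensembl identifiers are printed as the files give them. Of these identifiers, 30934 are in the GENCODE vM21 annotation of the mouse genome (GRCm38), which gave the chromosomes; no coordinates are printed. A mouse reference need not count the human transgenes.

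Cells were called from the unfiltered matrices because no cell list was used here. In each library the 99th percentile of UMIs among the 3000 largest barcodes was divided by 10, and barcodes at or above this threshold, with at least 200 genes and at most 10% mitochondrial UMIs, were kept. Thresholds lay between 1745 and 4399 UMIs. Doublets were removed with Scrublet, run through scanpy with an expected 0.8% per 1000 cells, which took out 4 to 533 barcodes per library. Of 107475 barcodes with at least 500 UMIs, 88598 were called and 84231 were kept. Cells of all libraries were clustered together on 2000 variable genes, 30 principal components and 15 neighbours by the Leiden method at resolution 1, which gave 29 clusters. Clusters were named from fixed marker lists for B, plasma, T, NK, monocyte/macrophage, neutrophil and erythroid cells. Lists for dendritic, mast or basophil, platelet or megakaryocyte, and stromal or endothelial cells were used as well, and named no cluster. A marker counted as present when seen in at least 20% of a cluster's cells and at 3 times the lower quartile over clusters. A name needed at least 3 present markers, and the runner-up type of another lineage had to reach less than 60% of the leading type's share. Types of 1 lineage (B and plasma, T and NK, or the myeloid types) were not set against each other by this limit. A name was also withheld where another type had more markers among the 10 leading genes, or where UMIs were low and no own marker was among them. That scoring rule was set after the clusters had been looked at and before any group was compared. It named 13 clusters B-like, 9 T-like, 2 plasma-like and 1 each NK-like, erythroid-like, monocyte/macrophage-like and neutrophil-like. A cluster of 630 cells with both T and B markers stayed unnamed; its cells held 1.69 times their library's median UMIs, and it made up a mean of 1.17% of Eµ-PRMT5 spleen cells, 0.693% of Eµ-TCL1 spleen cells, 0.643% of Eµ-PRMT5/TCL1 spleen cells, 1.62% of Eµ-TCL1 lymph node cells and 0.152% of Eµ-PRMT5/TCL1 lymph node cells. The monocyte/macrophage-like cluster of 3796 cells had 2 of its own markers and 2 neutrophil markers among its 10 leading genes, with Mpo, Prtn3 and Ctsg in the lead. A B-like cluster of 1346 cells was led by the stress genes Krt8, Plk2, Atf3 and Hspb1, and 58.3% of it came from Eµ-TCL1 spleen 2.

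Shares of cells were compared over libraries, never over cells, with exact two-sided permutation tests of the difference of group means. The smallest p these allow is 0.0159 for 5 against 4 libraries and 0.0286 for 4 against 4. For 4 against 3 lymph nodes it is 0.0571, so that no lymph node share can pass 0.05 in this test. That limit comes from the form of the two-sided test and not from the number of libraries alone. For 7 mice measured in both tissues the smallest p is 0.0156. Benjamini-Hochberg (BH) adjustment covered 16 tests of cell classes, 12 of marker genes (4 of them, and an alternative that needs the same gene, are not reported here) and 8 of immunoglobulin V genes. For marker genes each B-like cell was thinned to 1000 UMIs, and no cell was left out of any group for depth; unthinned shares and shares in T-like cells, as background from free RNA, are given beside them. Shares of a single library carry a 95% Wilson interval, which covers counting error only. For shares of UMIs it takes each UMI as independent, although many come from the same cell, so it is too narrow there. Monoclonality was read as the share of all Ighv, or Igkv, UMIs of B-like cells that came from the leading gene; V genes have near-identical copies between which reads can be shared.

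For gene expression, UMI counts were summed per library over B-like cells and tested with edgeR's quasi-likelihood test after TMM scaling and edgeR's filter on low counts, with BH adjustment over the genes tested and a threshold of 0.05. The 13 spleens were fitted together so that they share 1 estimate of spread, and the 7 lymph nodes were fitted apart. The 14 libraries of the 7 mice with both tissues were fitted with the mouse as a block, for the mean tissue effect and for its difference between genotypes. The mouse numbers in the titles give this pairing: Eµ-TCL1 lymph nodes 1, 2 and 3 come from the mice of spleens 1, 2 and 4, and Eµ-PRMT5/TCL1 lymph nodes 1, 2, 3 and 4 from those of spleens 4, 1, 3 and 2. Deviations from the group means correlated between tissues of 1 mouse across genes with r between 0.22 and 0.72. Group means of named genes are TMM-scaled CPM (UMIs divided by the library total of B-like cells, on the usual scale of this unit), and values of single libraries are plain CPM. The genes named in a comparison are the 3 with the largest rise and the 3 with the largest fall in fitted log2 fold change among those with an adjusted p below 0.05, a mean of at least 20 CPM over the libraries compared and no overlap between the groups' libraries (for tissue, the same direction in all 7 mice). Immunoglobulin genes, Xist, Tsix and Y-linked genes were left out of this rule. Genes of 3 lists that the study names for its comparisons (12, 8 and 6 genes) were added, with genes of the label checks. Gene sets (S phase, G2/M phase, nucleolar and ribosome biogenesis, cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis, immediate early, heat shock and interferon response) were tested with limma's camera at a preset correlation of 0.01 on voom log2 values, with BH adjustment over 9 sets in 4 genotype comparisons, and with fry and with camera at an estimated correlation beside it. The same sets were tested between tissues, with adjustment over both tissue comparisons, only after the other results had been seen.

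Groups, tests, gene lists, marker genes and the alternatives below were fixed before the data were examined. The alternatives were a threshold of 500 UMIs in every library, mitochondrial UMIs of at most 5%, doublets kept, k-means with 10 clusters, thinning to 500 UMIs or none, immunoglobulin genes left out, no filter on low counts, relative log expression (RLE) size factors, DESeq2, only the groups compared in the fit, Xist as a covariate for sex, the replicate number as a block, the mouse not in the model, and each library left out in turn. Leaving out single libraries for Ighe, and the replicate number as a block in the gene set tests, were chosen after seeing the data. Each count of changed genes was also set against other splits of the same libraries, at most 100 per comparison. Correlations between comparisons that share the Eµ-TCL1 spleens were set against 50 simulations in which all 13 spleens were drawn at the Eµ-TCL1 mean. A first version of that simulation held no shared libraries, and it was corrected after its output had been seen.

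Both gene tests were tested on simulated data with 200 genes changed by known folds at the real libraries' depths. In the comparison of Eµ-PRMT5 with Eµ-TCL1 spleens (11797 genes) edgeR called 53.5% of the changed genes, and in the other comparisons 49.0% (Eµ-PRMT5/TCL1 against Eµ-TCL1 spleens, 11772 genes), 50.5% (Eµ-PRMT5/TCL1 against Eµ-PRMT5 spleens, 11804 genes), 60.0% (lymph nodes, 10822 genes), 83.0% (tissues, 12038 genes) and 50.0% (difference of tissue effects, 12063 genes). These shares mix changes of 2, 4 and 16 fold. Of 2-fold changes alone edgeR called 5.97%, 7.46%, 7.46%, 13.4%, 62.7% and 2.99% in the same order. Of 16-fold changes it called 89.4%, 89.4%, 92.4%, 95.5%, 97.0% and 90.9%. Small changes were thus mostly missed in all but the tissue comparison. With no changed gene edgeR called 0 genes in each and DESeq2 4 to 17. The raised set of 40 genes was found by camera and by fry in each simulated genotype comparison, and 0 of 9 random sets. Genes were drawn independently there, so this cannot show how often camera calls sets whose genes vary together. In the real data, other splits of the libraries called a median of 6 sets in each spleen comparison and 5 in lymph nodes. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

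The total depth per library lay between 9348094 and 72440894 UMIs, and the median depth per kept cell between 3553 and 14285 UMIs. A gene at 20 CPM gives few UMIs in the B-like cells of the smallest libraries, so low genes carry counting error as well as spread between mice.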

Results

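UMI counts were analysed for 5 Eµ-PRMT5 spleens, 4 Eµ-TCL1 spleens, 4 Eµ-PRMT5/TCL1 spleens, 3 Eµ-TCL1 lymph nodes and 4 Eµ-PRMT5/TCL1 lymph nodes, all of them sub-mandibular nodes. Total UMIs per library lay between 9348094 and 72440894 in Eµ-PRMT5 spleens, 43733176 and 55982586 in Eµ-TCL1 spleens, and 37096237 and 48898249 in Eµ-PRMT5/TCL1 spleens. In lymph nodes they lay between 27024367 and 41663927 (Eµ-TCL1) and between 11671583 and 42720723 (Eµ-PRMT5/TCL1). Of the 18778 barcodes called in Eµ-PRMT5 spleens 17840 cells were kept, and the corresponding numbers were 21792 and 20624 in Eµ-TCL1 spleens, 17693 and 16893 in Eµ-PRMT5/TCL1 spleens, 11325 and 10947 in Eµ-TCL1 lymph nodes, and 19010 and 17927 in Eµ-PRMT5/TCL1 lymph nodes. The looser limit of 500 UMIs left 24312, 26222, 21907, 12963 and 22071 barcodes in the same order. Libraries held between 688 kept cells (Eµ-PRMT5/TCL1 lymph node 1) and 7631. Depth per cell was uneven within groups: the median was 14285 UMIs in Eµ-PRMT5 spleen 4 against 4946 to 6407 in the other Eµ-PRMT5 spleens. Of all UMIs, between 79.7% and 94.6% lay in called barcodes.

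The transgenes are human cDNAs, so the mouse genes were read only as a check of the labels. Mouse Prmt5 (ENSMUSG00000023110, chromosome 14) was between 33.9 and 37.7 CPM in the B-like cells of 4 Eµ-PRMT5 spleens and at 20.9 CPM in spleen 5, against 16.1 to 22.6 CPM in Eµ-TCL1 spleens, a log2 difference of 0.63 ± 0.22 (edgeR p 0.0113, adjusted p 0.135). It ran from 22.2 to 36.6 CPM in Eµ-PRMT5/TCL1 spleens, 20 to 34.2 CPM in Eµ-TCL1 nodes and 19.9 to 36.6 CPM in Eµ-PRMT5/TCL1 nodes. Mouse Tcl1 (ENSMUSG00000041359, chromosome 12) had 0 UMIs in the B-like cells of every library, so it cannot separate the genotypes. Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty split the libraries into 12 from females and 8 from males, and the tissues of each of the 7 mice matched. The leading Ighv gene of B-like cells was the same in both tissues of 7 of 7 mice, and the leading Igkv gene in 6 of 7. Of the Eµ-TCL1 spleens 3 of 4 came from males, against 1 of 5 Eµ-PRMT5 and 1 of 4 Eµ-PRMT5/TCL1 spleens. Sex and genotype are therefore partly confounded.

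Cell composition was compared first, because the study describes B, T, monocyte and neutrophil populations in each model. B-like cells made up 37.2% ± 19.6 (SD, n = 5) of Eµ-PRMT5 spleen cells, 55.3% ± 25.5 (n = 4) of Eµ-TCL1 spleen cells and 54.6% ± 26.6 (n = 4) of Eµ-PRMT5/TCL1 spleen cells. In lymph nodes they made up 34.3% ± 28.0 (n = 3, Eµ-TCL1) and 50.6% ± 31.4 (n = 4, Eµ-PRMT5/TCL1). The difference between Eµ-PRMT5 and Eµ-TCL1 spleens was -18.1 percentage points (exact two-sided permutation p 0.270), less than the spread between mice. Leaving out Eµ-TCL1 spleen 2 moved it most, to -8.98 points, while leaving out the Eµ-TCL1 spleen with the lowest share (27.9%) widened it. Between Eµ-PRMT5/TCL1 and Eµ-PRMT5 spleens it was 17.4 points (exact p 0.317), and between the lymph node groups 16.3 points (exact p 0.514). T-like cells were 44.7% ± 31.2, 28.0% ± 13.4 and 23.3% ± 15.1 of the Eµ-PRMT5, Eµ-TCL1 and Eµ-PRMT5/TCL1 spleens, and ranged from 1.14% to 88.5% within the Eµ-PRMT5 group alone. Their difference of 16.6 points between Eµ-PRMT5 and Eµ-TCL1 spleens (exact p 0.429) was 5.66 points without Eµ-PRMT5 spleen 5. It was larger without Eµ-PRMT5 spleen 4, which had the share of 1.14%. Monocyte/macrophage-like cells were 7.52% ± 9.08, 5.08% ± 3.19 and 9.12% ± 11.4, and neutrophil-like cells 4.81% ± 3.26, 6.06% ± 5.44 and 5.66% ± 6.65, in the same order. After BH adjustment over the 16 tests, none of these 4 classes differed between genotypes in either tissue (adjusted p 0.907 to 0.943). The other named classes were not tested; plasma-like cells, for example, were 10.8% ± 5.31 (n = 3) of Eµ-TCL1 and 3.51% ± 3.02 (n = 4) of Eµ-PRMT5/TCL1 lymph node cells.

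**Figure D1:**
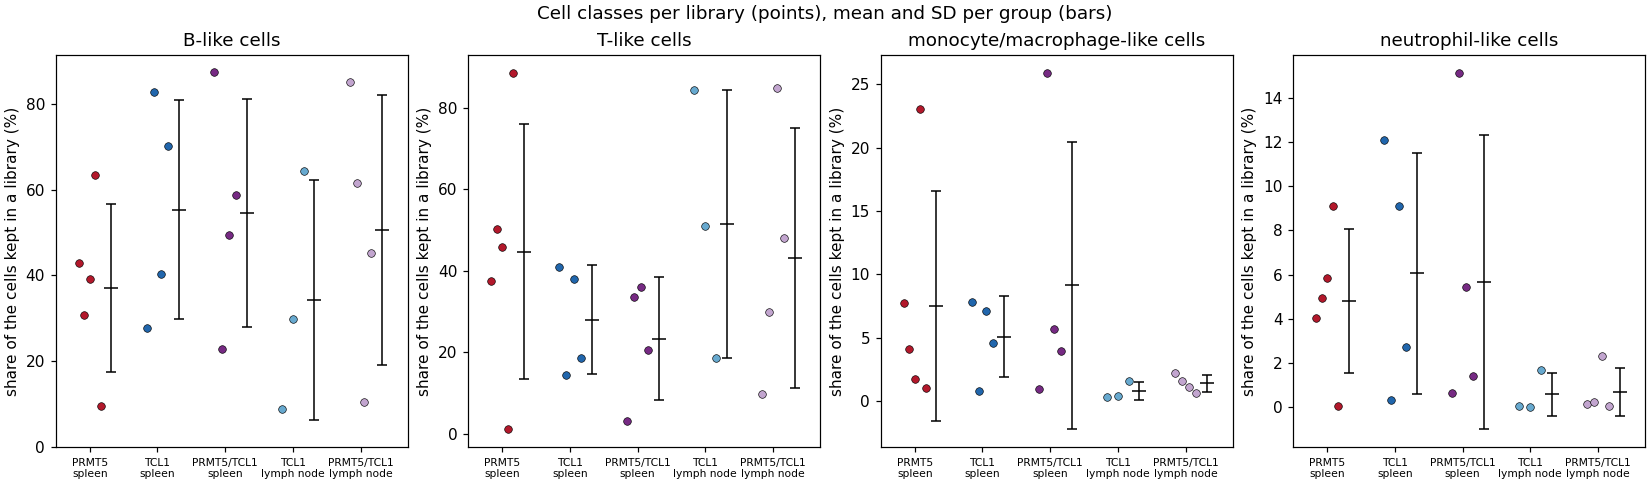
Share of kept cells (%) in 4 cell classes, with 1 point per library for the 5 groups and bars for the group mean and SD. Points of all groups overlap in each class, and B-like shares of Eµ-PRMT5 spleens run from 9.56% to 63.5%.

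At 1000 UMIs per cell, cells with an Mki67 UMI (ENSMUSG00000031004, chromosome 7) were 2.19% ± 3.94 of B-like cells in Eµ-PRMT5 spleens, 2.53% ± 3.11 in Eµ-TCL1 spleens, 2.65% ± 1.82 in Eµ-PRMT5/TCL1 spleens, 4.76% ± 4.87 in Eµ-TCL1 lymph nodes and 3.53% ± 2.31 in Eµ-PRMT5/TCL1 lymph nodes (SD; 5, 4, 4, 3 and 4 libraries). T-like cells had 1.53%, 0.753%, 3.50%, 0.533% and 1.22%, and unthinned B-like shares were 14.5%, 10.8%, 12.8%, 16.8% and 14.9%. Median depths, as the median over libraries, were 7478.5, 8846, 7802.5, 8624 and 5455 UMIs per B-like cell and 5206.5, 4539.5, 5386.25, 4634.5 and 3812 UMIs per T-like cell in the same order of groups. No comparison of Mki67 differed (adjusted p 0.943 in each). A single library carried most of the Eµ-PRMT5 mean, since Eµ-PRMT5 spleen 4 was at 9.21% and the others between 0.169% and 1.08%. Without it the difference from Eµ-TCL1 spleens went from -0.343 to -2.10 points (adjusted p 0.190).

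Cd93 (ENSMUSG00000027435, chromosome 2) and Ighe (ENSMUSG00000087642, chromosome 12) were examined because the study describes each in 1 model. A Cd93 UMI was seen in 0.0664% ± 0.115 of B-like cells of Eµ-PRMT5 spleens, 0.897% ± 1.05 of Eµ-TCL1 spleens and 0.0108% ± 0.0101 of Eµ-PRMT5/TCL1 spleens, against 0.129%, 0.00815% and 0.0714% of T-like cells. The share was below that of T-like cells in each Eµ-PRMT5/TCL1 spleen and in Eµ-PRMT5 spleens 2, 3 and 4, and above it in Eµ-PRMT5 spleens 1 (0.268% against 0.134%) and 5 (0.0566% against 0.0186%). The Eµ-PRMT5 background was highest in spleen 4 (0.354%), which has only 46 T-like cells. Shares of Eµ-TCL1 spleens ran from 0 to 2.04%. Unthinned shares were 0.363%, 7.25% and 0.0723%. The spleen differences did not pass 0.05 (exact p 0.238 for Eµ-PRMT5 and 0.343 for Eµ-PRMT5/TCL1 against Eµ-TCL1, adjusted 0.686 for both). In lymph nodes Cd93 was in 0.343% ± 0.229 (Eµ-TCL1, n = 3) and 0.000394% ± 0.000788 (Eµ-PRMT5/TCL1, n = 4) of B-like cells, with 0.0437% and 0.0106% in T-like cells and 2.57% and 0.00724% unthinned. The groups did not overlap, and the exact p of 0.0571 is the smallest that this permutation test can give for 4 against 3 libraries (adjusted 0.254). Ighe was counted in B-like cells with a Pax5 UMI. Eµ-PRMT5 spleens 1 to 5 had 1, 1, 3, 0 and 0 Ighe UMIs in 466, 105, 410, 782 and 202 such cells, a mean of 3.80 ± 4.38 (SD, n = 5) per 1000 cells. Eµ-TCL1 spleens 1 to 4 had 0 UMIs in 620, 1333, 643 and 1104 such cells. Over all B-like cells, with or without a Pax5 UMI, Eµ-PRMT5 spleens 1 to 5 held 1, 1, 7, 7 and 0 Ighe UMIs, and Eµ-TCL1 spleen 2 held 1 and the other Eµ-TCL1 spleens 0. The difference had an exact two-sided permutation p of 0.238, and without Eµ-PRMT5 spleen 2 the mean difference was 2.37. T-like cells had 0 Ighe UMIs in every library. Among cells with a Pax5 UMI, Ighe was also seen outside the Eµ-PRMT5 group, with 1 UMI in Eµ-PRMT5/TCL1 spleen 3 (835 cells) and 11 UMIs in 9 of 1254 cells of Eµ-PRMT5/TCL1 lymph node 4.

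Dominance of a B-cell clone was read from the leading V gene. The leading Ighv gene took 57.5% ± 30.9 (n = 5) of Ighv UMIs in Eµ-PRMT5 spleens, 83.5% ± 28.8 (n = 4) in Eµ-TCL1 spleens, 86.5% ± 15.3 (n = 4) in Eµ-PRMT5/TCL1 spleens, 97.5% ± 2.17 (n = 3) in Eµ-TCL1 lymph nodes and 88.4% ± 15.6 (n = 4) in Eµ-PRMT5/TCL1 lymph nodes. For Igkv the means were 54.8% ± 37.1, 69.9% ± 20.5, 82.5% ± 25, 80.8% ± 13.8 and 74.3% ± 38.6. No comparison passed 0.05 (lowest adjusted p of the 8 exact tests 0.593). The Ighv difference of -25.9 points between Eµ-PRMT5 and Eµ-TCL1 spleens moved most without Eµ-TCL1 spleen 3, to -40.3 points. Single Eµ-PRMT5 spleens ranged from 19.6% (95% Wilson interval 18.8 to 20.4, Ighv5-4, spleen 1) to 99.99% (99.98 to 99.99, Ighv12-3, spleen 4). These intervals count UMIs and not cells. In spleen 1, 45 cells held at least 6 UMIs of Ighv5-4 and Ighv6-6 together. Of these cells 20% held mostly Ighv5-4 and 80% mostly Ighv6-6, which took only 7.11% of Ighv UMIs. The leading share of this spleen thus need not give the size of a clone.

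**Figure D2:**
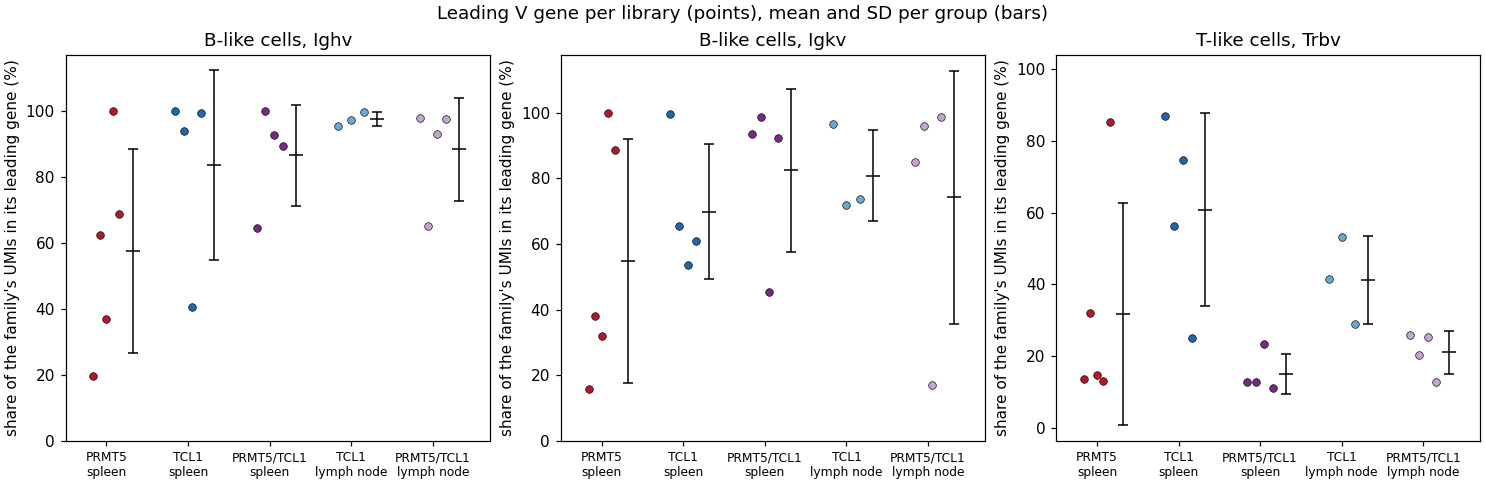
Share (%) of the UMIs of an immunoglobulin or T-cell receptor V family that came from its leading gene, for Ighv and Igkv in B-like cells and Trbv in T-like cells. Points are libraries and bars the group mean and SD; in T-like cells the 4 Eµ-PRMT5/TCL1 spleens lie between 11.1% and 23.5% and the 4 Eµ-TCL1 spleens between 25.1% and 87.1%.

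Gene expression of B-like cells was compared first between Eµ-PRMT5 and Eµ-TCL1 spleens, the comparison that separates the models driven by a single transgene. Of 11948 genes, edgeR called 69 at an adjusted p below 0.05, 34 higher and 35 lower in Eµ-PRMT5 spleens, and 2448 had an unadjusted p below 0.05. DESeq2 called 735. Of the called genes 51 had no overlap between the groups' libraries, as did 5.77% of all genes tested, and 10 were immunoglobulin genes. The count depended strongly on single libraries. Leaving out Eµ-PRMT5 spleen 4 raised it to 1002, the largest move among all alternatives, and leaving out Eµ-PRMT5 spleen 5 raised it to 233. It was 1 without Eµ-PRMT5 spleen 1, 2 or 3, 55 without Eµ-TCL1 spleen 1, 21 without Eµ-TCL1 spleen 2 or 3, and 2 without Eµ-TCL1 spleen 4. With Xist as a covariate, edgeR called 1 gene.

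**Figure D3:**
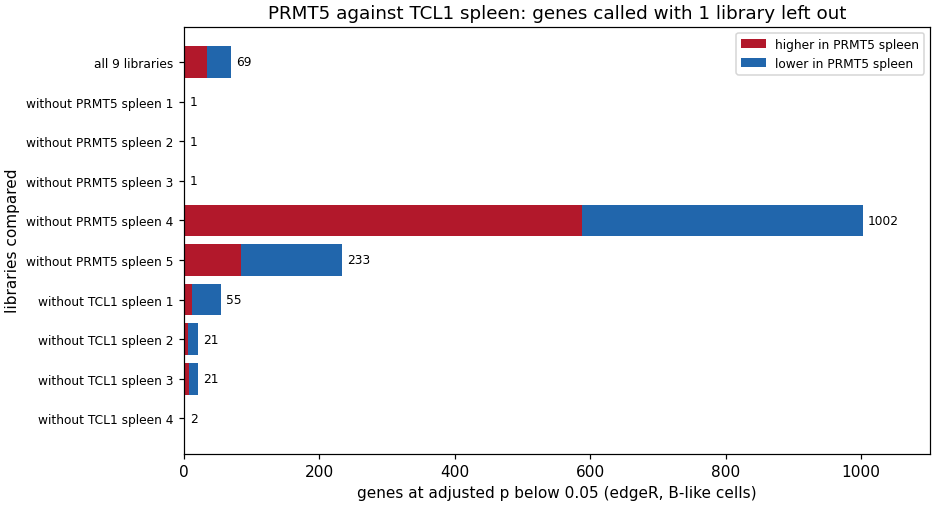
Number of genes called by edgeR between Eµ-PRMT5 and Eµ-TCL1 spleens (adjusted p below 0.05, B-like cells) with all 9 libraries and with each left out, split into genes higher and lower in Eµ-PRMT5. The bars run from 1 gene to 1002 genes, against 69 with all libraries.

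Of the called genes 19 met the rule for naming. Grasp (ENSMUSG00000000531, chromosome 15) rose by 3.57 ± 0.68 on the log2 scale (SE; edgeR adjusted p 0.0434), with 63.4 ± 51.5 CPM in Eµ-PRMT5 and 5.34 ± 3.1 CPM in Eµ-TCL1 spleens. The nucleolar genes Gnl3 (ENSMUSG00000042354, chromosome 14) and Nop56 (ENSMUSG00000027405, chromosome 2) each rose by 1.37 on the log2 scale, with SEs of 0.28 and 0.25 and edgeR adjusted p of 0.0485 and 0.0434. Gnl3 was at 147 ± 27 against 56.9 ± 22 CPM and Nop56 at 164 ± 37.2 against 63.5 ± 19.8 CPM. Slc9a3r2 (ENSMUSG00000002504, chromosome 17) changed by -4.20 ± 0.78 (edgeR adjusted p 0.0434), from 43.2 ± 22.5 CPM in Eµ-TCL1 to 2.40 ± 1.94 CPM in Eµ-PRMT5 spleens. Serpinb6b (ENSMUSG00000042842, chromosome 13) changed by -2.53 ± 0.43 (edgeR adjusted p 0.0434), from 44.3 ± 32.9 to 7.64 ± 2.09 CPM. Aig1 (ENSMUSG00000019806, chromosome 10) changed by -1.90 ± 0.19 (edgeR adjusted p 0.00199), from 145 ± 23.8 to 39.0 ± 6.81 CPM. All 5 Eµ-PRMT5 spleens lay on the same side of all 4 Eµ-TCL1 spleens for these 6 genes. Over the alternatives without a replicate block, adjusted p ran from 7.60e-17 to 0.0198 for Aig1, and its call held in each of them. The other 5 genes lost their calls in some: the highest adjusted p was 0.154 for Grasp, Nop56, Slc9a3r2 and Serpinb6b and 0.178 for Gnl3, all with Xist as a covariate, and the lowest were 7.07e-06, 6.04e-05, 1.69e-05, 1.69e-05 and 0.000539. Single libraries decided these calls as well; without Eµ-PRMT5 spleen 1 the edgeR adjusted p of Grasp was 0.132, of Gnl3 0.144, of Nop56 0.127, of Slc9a3r2 0.0988 and of Serpinb6b 0.127.

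**Figure D4:**
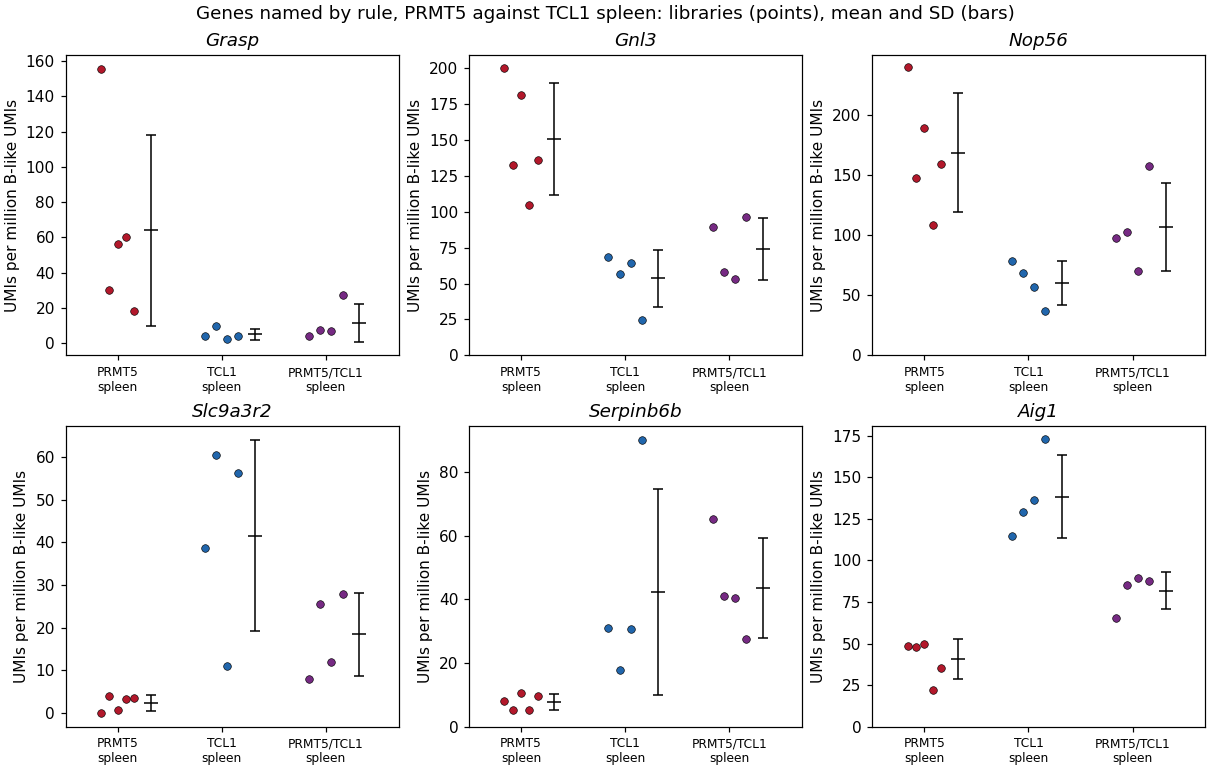
UMIs of the 6 genes named by rule, scaled to the B-like UMIs of each spleen library (CPM, no TMM scaling), with 1 point per library and bars for the group mean and SD. In each panel the 5 Eµ-PRMT5 spleens lie on the same side of all 4 Eµ-TCL1 spleens.

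A list of 12 genes that the study names for B-cell clusters made up mainly of Eµ-PRMT5 cells, and not for all B cells of the models, was tested in this comparison. Relative to Eµ-TCL1, 10 were higher in Eµ-PRMT5 spleens, with a mean log2 change of 1.09 and a median of 0.79. Adjusted over the list alone, edgeR called 6 (Cd69, Nr4a1, Junb, Ccr7, Myc and Atf4), but the study chose this list on these samples, so that count is not independent evidence. Over all genes edgeR called 0 of the 12; 6 had an unadjusted p below 0.05, and DESeq2, which gave an adjusted p for 8 of them, called 3. Without Eµ-PRMT5 spleen 4 edgeR called 4 over all genes. Nr4a1 (ENSMUSG00000023034, chromosome 15) rose by 2.89 ± 0.71 on the log2 scale and Cd69 (ENSMUSG00000030156, chromosome 6) by 2.81 ± 0.75, with edgeR adjusted p over the list of 0.0144 for both and over all genes of 0.0735 and 0.0863. Junb rose by 1.18, Ccr7 by 2.08, Myc by 1.64 and Atf4 by 0.64, each with a list adjusted p of 0.0441. The cell cycle genes of the list changed by -0.44 (Mki67), -0.36 (Top2a), 0.56 (Birc5), 0.83 (Ccna2) and 0.75 (Cdk1), and Npm1 by 0.54, none of them called. Without Eµ-PRMT5 spleen 4, the library with the highest levels of these cell cycle genes, the changes were -2.29, -2.54, -2.90, -2.66 and -2.43; the mean of the list was then -0.03 and its median 0.40, with 7 genes higher and 11 called over the list alone. The count over the list was 0 without Eµ-TCL1 spleen 4, 1 without Eµ-TCL1 spleen 1, and 2 without Eµ-PRMT5 spleen 1 or 3 or Eµ-TCL1 spleen 3.

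Of 9 gene sets, camera called 5 between Eµ-PRMT5 and Eµ-TCL1 spleens. Nucleolar and ribosome biogenesis genes were higher by a mean of 0.75 on the log2 scale (adjusted p 1.68e-15), immediate early genes by 1.25 (adjusted p 1.55e-07), heat shock genes by 1.31 (adjusted p 7.39e-06) and S phase genes by 0.72 (adjusted p 6.66e-05). Interferon response genes were lower, by a mean of -0.18 and a median of -0.58 (adjusted p 0.0280). With fry only the nucleolar set stayed below 0.05 (adjusted p 0.0197), and with camera at an estimated correlation no set did in any comparison (lowest adjusted p 0.410); the camera calls in the other comparisons held under neither. Leaving out Eµ-PRMT5 spleen 4 turned the S phase set to -0.35 (camera adjusted p 0.431), and leaving out Eµ-TCL1 spleen 1 turned the interferon set to 0.08 (camera adjusted p 0.272). The interferon call was also lost without Eµ-PRMT5 spleen 2 or 3 or Eµ-TCL1 spleen 3 (camera adjusted p 0.0564, 0.0633 and 0.0700). G2/M phase, cytosolic ribosomal, oxidative phosphorylation and glycolysis genes were not called.

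**Figure D5:**
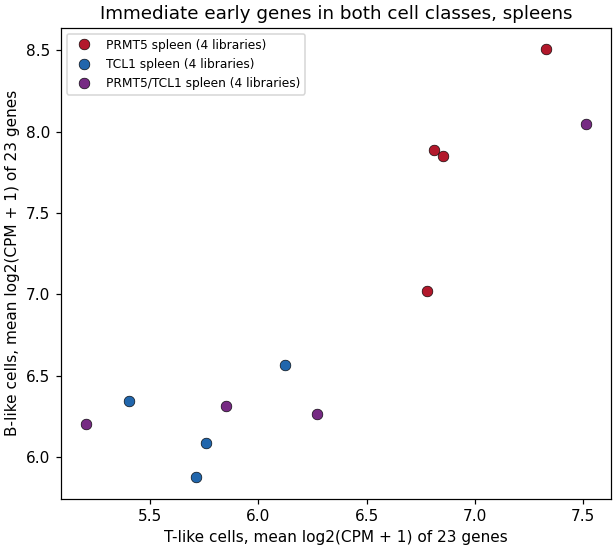
Mean log2(CPM + 1) of 23 immediate early genes in T-like cells (horizontal axis) and B-like cells (vertical axis), with 1 point per spleen library with at least 1000000 T-like UMIs (12 libraries). The 4 Eµ-PRMT5 spleens shown lie above the 4 Eµ-TCL1 spleens in both cell classes; Eµ-PRMT5 spleen 4, with fewer T-like UMIs, is not shown.

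Adding PRMT5 to TCL1 was examined in Eµ-PRMT5/TCL1 against Eµ-TCL1 spleens. Of 11948 genes edgeR called 2, with 778 at an unadjusted p below 0.05, and DESeq2 called 36, 9 of them higher. Both edgeR genes lie below the 20 CPM that the naming rule asks for and were named after their values were seen. Eps8l1 (ENSMUSG00000006154, chromosome 7) changed by 6.10 ± 0.88 on the log2 scale (edgeR adjusted p 0.0224), with 486 UMIs in the Eµ-PRMT5/TCL1 libraries and 7 in the Eµ-TCL1 libraries. Pkd2l2 (ENSMUSG00000014503, chromosome 18) changed by -3.11 ± 0.43 (edgeR adjusted p 0.0224), from 5.61 to 0.657 CPM. Groups did not overlap for either gene, as for 4.06% of all genes tested, and both were also called between Eµ-PRMT5 and Eµ-TCL1 spleens, in the same direction. These comparisons share the Eµ-TCL1 spleens, so the second call is not independent of the first. Adjusted p ran from 6.37e-11 to 0.213 over the alternatives for Eps8l1 and from 3.97e-06 to 0.201 for Pkd2l2. Counts were 14 without Eµ-TCL1 spleen 1, 5 without Eµ-TCL1 spleen 2, 3 without Eµ-PRMT5/TCL1 spleen 4, 1 without Eµ-TCL1 spleen 3, and 0 without Eµ-TCL1 spleen 4 or Eµ-PRMT5/TCL1 spleen 1, 2 or 3. Of the 8 genes the study names here, 6 were higher in Eµ-PRMT5/TCL1 spleens (mean log2 change 0.35, median 0.25). The largest changes were 0.94 for Il10, 0.84 for Cd274 and 0.82 for Myc, and Mki67 and Ctla4 changed by -0.10 and -0.45. Adjusted over the list alone 0 were called by edgeR (lowest adjusted p 0.654), likewise 0 over all genes, 0 at an unadjusted p below 0.05 and 0 by DESeq2. Without Eµ-PRMT5/TCL1 spleen 4 the mean was -0.18 and 4 of the 8 were higher.

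All 9 gene sets were called by camera between Eµ-PRMT5/TCL1 and Eµ-TCL1 spleens. Higher were S phase genes by 0.69 (adjusted p 1.01e-06), nucleolar and ribosome biogenesis genes by 0.28 (adjusted p 3.06e-06), G2/M phase genes by 0.58 (adjusted p 0.000155), interferon response genes by 0.50 (adjusted p 0.00718), glycolysis genes by 0.34 (adjusted p 0.0179), immediate early genes by 0.42 (adjusted p 0.0362) and heat shock genes by 0.28 (adjusted p 0.0367). Oxidative phosphorylation genes changed by -0.34 (adjusted p 0.000468) and cytosolic ribosomal protein genes by -0.28 (adjusted p 0.00482). Single libraries decided some of these. Without Eµ-PRMT5/TCL1 spleen 4 the immediate early mean was 0.07 (camera adjusted p 0.970), the oxidative phosphorylation mean -0.01 (0.956) and the cytosolic ribosomal mean 0.20 (4.21e-05), and 5 sets were called. Without Eµ-TCL1 spleen 2 the G2/M mean was 0.07 (camera adjusted p 0.477), without Eµ-TCL1 spleen 4 the interferon mean was 0.15 (0.514), and without Eµ-PRMT5/TCL1 spleen 2 the heat shock mean was -0.04 (0.444). The glycolysis call was lost as well without Eµ-PRMT5/TCL1 spleen 4 (0.0946). The S phase and nucleolar calls held with every library left out.

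Between Eµ-PRMT5/TCL1 and Eµ-PRMT5 spleens edgeR called 2 of 11948 genes, both lower in Eµ-PRMT5/TCL1, with 1338 at an unadjusted p below 0.05; DESeq2 called 177, 53 of them higher. Both edgeR genes are immunoglobulin genes, outside the naming rule and named after their values were seen. Igkv8-21 (ENSMUSG00000076586, chromosome 6) changed by -7.11 (edgeR adjusted p 0.0335), with 4 UMIs in Eµ-PRMT5/TCL1 and 291 in Eµ-PRMT5 libraries. Ighg2c (ENSMUSG00000076612, chromosome 12) changed by -7.60 (edgeR adjusted p 0.0251), with 4 and 651 UMIs. Groups did not overlap for 1 of the 2, against 2.64% of all genes tested. Without Eµ-PRMT5 spleen 4 the count was 48 and without Eµ-PRMT5 spleen 5 it was 20, while it was 1 without Eµ-PRMT5 spleen 3 or Eµ-PRMT5/TCL1 spleen 1, in the latter case another gene. It was 0 without Eµ-PRMT5 spleen 1 or 2 or Eµ-PRMT5/TCL1 spleen 2, 3 or 4. Camera called 4 sets: nucleolar and ribosome biogenesis genes at -0.47 (adjusted p 3.09e-09), immediate early genes at -0.82 (adjusted p 3.06e-06), heat shock genes at -1.03 (adjusted p 0.000158) and interferon response genes at 0.68 (adjusted p 2.71e-06). Each of these 4 calls held with every single library left out, and 8 sets were called without Eµ-PRMT5 spleen 4.

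In lymph nodes, Eµ-PRMT5/TCL1 was compared with Eµ-TCL1 over 10979 genes. The edgeR test called 0 genes, 797 had an unadjusted p below 0.05, and DESeq2 called 83. Without Eµ-TCL1 lymph node 1 edgeR called 18 genes and without Eµ-PRMT5/TCL1 lymph node 1 it called 2. Of the 6 genes the study names for this tissue, 5 were higher in Eµ-PRMT5/TCL1 nodes (mean log2 change 0.18, median 0.11), led by Ly6a (ENSMUSG00000075602, chromosome 15) at 1.03 ± 0.51. Adjusted over the list alone edgeR called 0 (0.481 for Ly6a), as over all genes (0.746 for Ly6a), with 0 at an unadjusted p below 0.05 and 0 by DESeq2. The mean of the list was -0.04 without Eµ-TCL1 lymph node 2 and -0.03 without Eµ-PRMT5/TCL1 lymph node 2. Camera called 6 sets, all higher in Eµ-PRMT5/TCL1 nodes: cytosolic ribosomal protein genes by 0.32 (adjusted p 1.53e-14), nucleolar and ribosome biogenesis genes by 0.37 (adjusted p 1.46e-08), S phase genes by 0.43 (adjusted p 9.78e-06), interferon response genes by 0.90 (adjusted p 4.73e-05), heat shock genes by 0.69 (adjusted p 0.000353) and glycolysis genes by 0.22 (adjusted p 0.00895). Without Eµ-TCL1 lymph node 1 the heat shock and glycolysis means were 0.27 and 0.16 (camera adjusted p 0.0501 and 0.0651), and without Eµ-TCL1 lymph node 3 the interferon mean was 0.39 (camera adjusted p 0.0845). Immediate early genes had a mean of -0.06 and a median of -0.02 while camera ranked them upward (adjusted p 0.862).

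Lymph node and spleen were compared within the 7 mice that gave both. T-like cells were higher in the lymph node by 22.8 points, in 6 of 7 mice (exact two-sided permutation p 0.0469, adjusted 0.0625). Monocyte/macrophage-like cells were -5.97 points apart, higher in the node of 1 of 7 mice (exact p 0.0469, adjusted 0.0625), and neutrophil-like cells -4.75 points apart, higher in 0 of 7 (exact p 0.0156, the smallest possible, adjusted 0.0625). B-like cells differed by -13.4 points (higher in 2 of 7, exact p 0.281). None passed 0.05 after adjustment. Differences of the tissue effects between genotypes could not be called (exact p 0.40 to 0.857, adjusted 0.857), since this test allows no p below 0.0571 for 4 against 3 mice. In B-like cells edgeR called 6 of 12218 genes between tissues, 4 higher and 2 lower in the node, with 1416 at an unadjusted p below 0.05; DESeq2 called 264. All 6 changed the same way in 7 of 7 mice, as 4.71% of tested genes did. By rule only Fam177a (ENSMUSG00000095595, chromosome 12) is named, at 30.8 ± 8.13 CPM in nodes and 12.3 ± 3.84 CPM in spleens, a log2 change of 1.34 ± 0.13 (edgeR adjusted p 0.0130; 4.31e-15 to 0.0841 over the alternatives, the highest without Eµ-PRMT5/TCL1 lymph node 4). The other 5 were named after their values were seen: Hnrnpll (1.70, edgeR adjusted p 0.0174), Gm49395 (2.11, 0.0343), Gm29666 (2.93, 0.0451), Gm6741 (-2.25, 0.0174) and the haemoglobin gene Hbb-bs (-5.25, 0.0130), which was higher in spleen T-like cells too. The count was 34 without Eµ-PRMT5/TCL1 lymph node 1, 2 without Eµ-TCL1 lymph node 2, 1 without Eµ-TCL1 lymph node 1 (another gene), 1 without Eµ-TCL1 lymph node 3 or Eµ-PRMT5/TCL1 lymph node 2, and 0 without Eµ-PRMT5/TCL1 lymph node 3 or 4. For the difference of the tissue effect between genotypes edgeR called 0 genes, with 347 at an unadjusted p below 0.05, and DESeq2 also called 0. For single genes, a genotype effect in 1 tissue is thus not shown to differ from that in the other. Camera called 4 of 9 gene sets between tissues: S phase, G2/M phase and immediate early genes higher and interferon response genes lower in the node. It called 7 without Eµ-TCL1 lymph node 1 or Eµ-PRMT5/TCL1 lymph node 1, and 2 without Eµ-TCL1 lymph node 2 or 3. For the difference of tissue effects camera called 6 sets. Cytosolic ribosomal protein genes were at 0.59 (adjusted p 1.09e-13), oxidative phosphorylation genes at 0.45 (4.20e-10), G2/M phase genes at -0.33 (9.50e-06), interferon response genes at 0.29 (0.00345), S phase genes at -0.19 (0.00597) and immediate early genes at -0.46 (0.0434). With fry and with camera at an estimated correlation 0 sets were called in either comparison (lowest adjusted p 0.826 and 0.738). Without Eµ-PRMT5/TCL1 lymph node 1 the cytosolic ribosomal mean was 0.08 (camera adjusted p 0.0162), the oxidative phosphorylation mean 0.11 (0.00159) and the immediate early mean 0.29 (0.0296). Without Eµ-TCL1 lymph node 2 the G2/M mean was -0.07 (0.333) and the S phase mean 0.01 (0.881), and without Eµ-PRMT5/TCL1 lymph node 2 the interferon mean was -0.09 (0.758).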

Values the study reported

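The study reported scRNA-seq of 30,171 Eµ-PRMT5 and 25,886 Eµ-TCL1 spleen cells, and of 16,004 cells from Eµ-PRMT5/TCL1 spleens. From lymph nodes it reported 20,362 live Eµ-PRMT5/TCL1 cells and 12,898 live Eµ-TCL1 cells. K-means clustering gave 10 cell clusters in Eµ-PRMT5 and Eµ-TCL1 spleens.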

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

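All tests of explanations in this part were chosen only after the result was seen. In 119 groups of 4 or 5 libraries, the most extreme library was set against the distance that Dixon's test allows. In 26 groups a library lay farther out, where chance gives about 1 in 20 groups, or 5.95 in all, for independent and normal values. These values are neither: some groups held 0 in all other libraries, and related genes of the same library counted apart. The difference between 26 and 5.95 is thus not a number of true outliers. The values below belong to single libraries, so the design gives no biological contrast for them. Clones and light chains were tested as explanations of the V gene values; no other explanation that is biological only was tested.

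Eµ-PRMT5 spleen 4 held 14285 UMIs per cell (median), against 4946 to 6407 in the other Eµ-PRMT5 spleens. In its B-like cells the cell cycle genes were far above the other 4 libraries: Birc5 at 223 CPM (others 3.05 to 10.1), Ccna2 at 168 CPM (2.11 to 8.0), Cdk1 at 123 CPM (1.76 to 7.53), Mki67 at 108 CPM (5.28 to 20) and Top2a at 168 CPM (9.14 to 16.2). Npm1 was at 2501 CPM (917 to 1328). An Mki67 UMI was seen in 9.21% of its B-like cells (0.169% to 1.08%). Deeper sequencing of the whole library is argued against, because its monocyte/macrophage-like cells held 9119 UMIs, within the 7384.5 to 12790 of the other Eµ-PRMT5 spleens, and its neutrophil-like cells 8327 UMIs (others 7942 to 8745), while its B-like cells held 18506 (others 4223 to 7717). Against this, its 46 T-like cells also held more than those of the other spleens of the group (9577.5 UMIs, 95% bootstrap interval 6803 to 13265, others 4961.5 to 5956), where the fold seen in its B-like cells would need at least 15074, so a smaller difference in depth is not ruled out. More UMIs per cell are also not the whole cause of the Mki67 share, since 9.21% was measured with every cell thinned to 1000 UMIs. A cause that acts on other cells of the library is consistent with its 46 T-like cells, which were also high for Mki67 (73.7 CPM, others 3.09 to 29.3), Birc5 (289 CPM, others 3.18 to 24.5), Ccna2 (138 CPM, others 0.965 to 13.2), Cdk1 (83.4 CPM, others 2.51 to 10.2) and Top2a (120 CPM, others 8.19 to 43.1). Its leading Ighv gene took 99.99% of Ighv UMIs, but a cause in that clone alone is not shown.

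Eµ-PRMT5/TCL1 lymph node 1 had a median of 11226.5 UMIs per cell, against 3553 to 4620.5 in the other nodes of its group. Deeper sequencing of the whole library is argued against as the only cause. Its B-like cells held 12501.5 UMIs (others 4929 to 5653), 2.38 times the median of the other nodes. The same fold would need at least 13391 UMIs in its monocyte/macrophage-like cells and 6435 in its T-like cells, but 15 of the former held 7025 (95% bootstrap interval 5930 to 7993, others 5631 to 7836) and 67 of the latter 5028 (4625 to 5661, others 2706 to 4063). A smaller difference in depth stays open, because the T-like cells lay above those of the other nodes.

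Eµ-PRMT5/TCL1 lymph node 3 had 2.34% neutrophil-like cells (95% Wilson interval 1.96 to 2.79), against 0.0786% to 0.25% in the other nodes of its group. Blood carried into the suspension could raise them. Free haemoglobin RNA in its T-like cells was 0.298 CPM of Hbb-bs, close to the highest other node (0.273 CPM), but this rests on 5 UMIs, so blood and a true rise in the node cannot be told apart.

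Eµ-TCL1 spleen 1 stood apart in B-like cells for Mki67 (130.2 CPM, others 7.96 to 28.3), Il10 (86.2 CPM, others 15.5 to 22.2) and Cd274 (78.0 CPM, others 21.5 to 29.6), and 7.15% of its B-like cells had an Mki67 UMI (others 0.375% to 1.5%). That share was measured at 1000 UMIs per cell, which argues against more UMIs per cell as its cause. A cause that acts on other cells of the library is consistent with its T-like cells for Mki67 (46.9 CPM, others 1.90 to 7.59) and for Il10 (38.2 CPM, others 0.271 to 3.73). For Cd274 it is argued against, because T-like cells were at 19.3 CPM, at the low end of the others (19.5 to 41.1).

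Eµ-PRMT5/TCL1 spleen 4 had Egr1 at 552 CPM (others 27 to 74.6) and Il10 at 159 CPM (others 43.3 to 61.5) in B-like cells. Both may come from a cause that acts on all its cells: T-like cells were at 79.7 CPM for Egr1 (others 7.21 to 22.8) and 38.2 CPM for Il10 (others 2.30 to 9.49). Handling of the tissue and activation in that mouse both stay open. Without this library the mean change of the study's 8 genes between Eµ-PRMT5/TCL1 and Eµ-TCL1 spleens changed sign, as given above.

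Ly6a was at 906 CPM in B-like cells of Eµ-PRMT5/TCL1 lymph node 4, against 371 to 442 CPM in the other nodes of its group. Its T-like cells were at 203 CPM, above 108 to 137 CPM in lymph nodes 2 and 3 but below the 454 CPM in the 67 T-like cells of lymph node 1, so a cause shared with other cells and one in B cells alone cannot be told apart.

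Among the Cd93 shares, Eµ-PRMT5 spleen 1 was at 0.268% of B-like cells (others 0 to 0.0566%) and Eµ-PRMT5/TCL1 lymph node 4 at 0.00158% (others 0). For the former, free RNA cannot be told apart from expression: unthinned, 18 of 1363 B-like and 8 of 1195 T-like cells had a Cd93 UMI (Fisher's exact two-sided p 0.116), and this count is too small to decide. The latter lies below the T-like share of its group (0.0106%), but T-like cells of this node itself were at 0 CPM. Its B-like cells held 1 Cd93 UMI, which cannot decide between free RNA and expression.

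Ighe was seen at 1.20 UMIs per 1000 B-like cells with Pax5 in Eµ-PRMT5/TCL1 spleen 3, which is a single UMI, and at 8.77 in Eµ-PRMT5/TCL1 lymph node 4, with 0 in the other libraries of both groups. Free RNA is argued against for the lymph node, because at the same rate its 3672 T-like cells would hold 14.3 Ighe UMIs and they held 0. B cells that express Ighe may therefore occur in that mouse, outside the Eµ-PRMT5 group. Its spleen had none.

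Mouse Prmt5 was at 20.9 CPM in B-like cells of Eµ-PRMT5 spleen 5, against 33.9 to 37.7 CPM in the other Eµ-PRMT5 spleens. Counting error is argued against, since the 95% Poisson interval of its 89 UMIs runs from 16.8 to 25.8 CPM. This spleen is the only male of its group, so sex stays open and was not tested. Its level lies within the range of the Eµ-TCL1 spleens (16.1 to 22.6 CPM).

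The leading V gene was unusually low in 4 libraries. In Eµ-TCL1 spleen 3 the leading Ighv gene took 40.4% of Ighv UMIs (others 94.0% to 99.97%). To test for clones, cells with at least 6 UMIs of a library's 2 leading genes together were counted. A cell had both genes when the leading gene held between 10% and 90% of these UMIs. Clones side by side may explain the low share, because only 1.58% (95% Wilson interval 0.961 to 2.59) of 948 such cells had both Ighv10-3 and Ighv1-26. In Eµ-PRMT5/TCL1 lymph node 2 the leading gene took 65.2% (others 93.1% to 97.8%), but there separate clones are argued against: 88.7% (87.3 to 89.9) of such cells had both Ighv8-2 and Ighv1-55, and 89.5% in spleen 1 of the same mouse, so that 1 clone with both transcripts is a candidate explanation. The leading Igkv gene took 45.2% in Eµ-PRMT5/TCL1 spleen 3 (others 92.3% to 98.7%) and 17.1% in lymph node 3 (others 85.1% to 98.9%), which are tissues of 1 mouse. A clone with a lambda light chain is consistent with this, since Iglv genes gave 88.6% (88.4 to 88.8) of light chain V UMIs in its spleen and 92.4% (92.1 to 92.8) in its lymph node.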

How the results depend on the processing

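The alternatives for leaving out libraries for Ighe, the replicate block in gene set tests, and all alternatives for gene sets between tissues were chosen only after the results were seen; the others were planned.

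How often results kept their sign and their call differed by kind. They did so in 325 of 369 alternatives for 33 shares, 393 of 528 for 28 single genes, 243 of 289 for 34 single gene sets, 39 of 48 for 3 study lists, 43 of 63 for 6 counts of gene sets and only 52 of 108 for 6 counts of changed genes, where a count of 0 that stayed 0 is included. A count was taken as kept when it was within 1.5 times that of the first analysis, whichever genes it held. The shares had no call to lose, and those of lymph nodes cannot pass 0.05 in the permutation test used. Shares changed sign in 38 alternatives with 1 library left out and in 6 others. Among single genes, calls were lost in 82 alternatives with a library left out and in 39 others; among single sets, in 35 and 3. By more than this, counts of changed genes fell in 24 alternatives with a library left out and 13 others, and rose in 9 and 10; smaller moves are not included. The cause of each move below was not tested.

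For Eµ-PRMT5 against Eµ-TCL1 spleens the count of 69 became 735 with DESeq2, 10 with at most 5% mitochondrial UMIs, 4 with only these groups in the fit, and 1 with Xist as a covariate. With a library left out the count ran from 1 to 1002. It was 49 at 500 UMIs, 65 with doublets kept, 72 with RLE size factors, 81 without immunoglobulin genes, and 87 both without a filter on low counts and with k-means.

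For Eµ-PRMT5/TCL1 against Eµ-TCL1 spleens the count of 2 became 36 with DESeq2, 5 without immunoglobulin genes, 4 at 500 UMIs, 1 with doublets kept or the mitochondrial limit, and 0 with Xist or with only these groups in the fit. It ran from 0 to 14 with a library left out. For Eµ-PRMT5/TCL1 against Eµ-PRMT5 spleens the count of 2 became 177 with DESeq2, 4 without a filter, 1 with only these groups (another gene, higher in Eµ-PRMT5/TCL1 spleens), and 0 with Xist or without immunoglobulin genes, and ran from 0 to 48. In lymph nodes the count of 0 became 83 with DESeq2 and ran from 0 to 18. Between tissues the count of 6 became 264 with DESeq2, 27 with k-means (5 of the 6 among them), 11 without a filter and 3 without the mouse in the model (2 of them among the 6), and ran from 0 to 34.

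Gene set calls depended on the test. Camera at an estimated correlation called 0 sets in each of the 4 genotype comparisons. Fry called 1 between Eµ-PRMT5 and Eµ-TCL1 spleens and 0 in the other 3. With a library left out, camera called 5 (without Eµ-PRMT5/TCL1 spleen 4) to 9 sets between Eµ-PRMT5/TCL1 and Eµ-TCL1 spleens, and 4 to 8 (without Eµ-PRMT5 spleen 4) between Eµ-PRMT5/TCL1 and Eµ-PRMT5 spleens. The S phase mean of Eµ-PRMT5 against Eµ-TCL1 spleens ran from -0.35 (without Eµ-PRMT5 spleen 4) to 1.04, and its interferon mean from -0.54 to 0.0836 (without Eµ-TCL1 spleen 1). For Eµ-PRMT5/TCL1 against Eµ-TCL1 spleens the cytosolic ribosomal mean ran from -0.49 to 0.20 (without Eµ-PRMT5/TCL1 spleen 4) and the heat shock mean from -0.0389 (without Eµ-PRMT5/TCL1 spleen 2) to 0.69. Between tissues, camera's 4 sets became 2 to 7 with a library's mouse left out, and 0 with fry or an estimated correlation; the interferon mean ran from -0.25 to 0.0577 (without Eµ-PRMT5/TCL1 lymph node 1). For the difference of tissue effects the 6 sets became 4 to 7, and 0 with fry or an estimated correlation. There the immediate early mean ran from -0.92 to 0.292 (without Eµ-PRMT5/TCL1 lymph node 1), the interferon mean from -0.0867 (without Eµ-PRMT5/TCL1 lymph node 2) to 0.51 and the S phase mean from -0.40 to 0.0068 (without Eµ-TCL1 lymph node 2).

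Between Eµ-PRMT5 and Eµ-TCL1 spleens the cell cycle genes changed sign with single libraries. Each was lowest without Eµ-PRMT5 spleen 4 and highest without Eµ-TCL1 spleen 1: Birc5 -2.90 to 1.89, Ccna2 -2.66 to 2.06, Cdk1 -2.43 to 2.04, Mki67 -2.29 to 0.98 and Top2a -2.54 to 0.90 on the log2 scale. The study list's 6 called genes became 0 without Eµ-TCL1 spleen 4 and 11 without Eµ-PRMT5 spleen 4.

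Shares changed sign often, and none of these was called in any alternative. Differences in points are given from the lowest to the highest with a library left out. For Eµ-PRMT5 minus Eµ-TCL1 spleens they were -1.44 (without Eµ-PRMT5 spleen 4) to 4.07 for monocyte/macrophage-like cells, -3.16 to 0.744 (without Eµ-TCL1 spleen 1) for neutrophil-like cells, and -2.10 to 1.19 (without Eµ-TCL1 spleen 1) for Mki67, which was 3.73 unthinned.

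For Eµ-PRMT5/TCL1 minus Eµ-TCL1 spleens they were -11.7 to 9.86 (without Eµ-PRMT5/TCL1 spleen 2) for B-like cells, with 1.11 under k-means and 6.12 under the mitochondrial limit; -9.29 to 1.99 (without Eµ-PRMT5/TCL1 spleen 1) for T-like cells; -1.55 (without Eµ-PRMT5/TCL1 spleen 2) to 6.76 for monocyte/macrophage-like cells; and -3.55 to 1.60 (without Eµ-TCL1 spleen 1) for neutrophil-like cells, with 0.948 under k-means. Mki67 ran from -0.781 (without Eµ-PRMT5/TCL1 spleen 4) to 1.65. The leading Ighv share ran from -11.3 (without Eµ-TCL1 spleen 3) to 10.4.

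For Eµ-PRMT5/TCL1 minus Eµ-PRMT5 spleens, monocyte/macrophage-like cells ran from -3.99 (without Eµ-PRMT5/TCL1 spleen 2) to 5.49 and neutrophil-like cells from -2.30 (without Eµ-PRMT5/TCL1 spleen 2) to 2.53. Mki67 ran from -0.438 (without Eµ-PRMT5/TCL1 spleen 4) to 2.22 and was -1.72 unthinned. In lymph nodes T-like cells ran from -24.6 to 8.23 (without Eµ-TCL1 lymph node 1), neutrophil-like cells from -0.430 (without Eµ-PRMT5/TCL1 lymph node 3) to 0.677, with -0.126 at 500 UMIs, Mki67 from -2.89 to 1.57 (without Eµ-TCL1 lymph node 1), and the leading Igkv share from -14.7 to 12.5 (without Eµ-PRMT5/TCL1 lymph node 3).

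Libraries of different groups share a replicate number only. Deviations from group means correlated across genes between libraries of the same number with r between -0.08 and 0.25, and no such pair came from 1 mouse. With the number as a block, on the numbers both groups share, edgeR called 67 genes between Eµ-PRMT5 and Eµ-TCL1 spleens, 23 of them also called without it, 1 in each Eµ-PRMT5/TCL1 spleen comparison (another gene in that against Eµ-TCL1), and 1 of the study's 12 genes. Birc5 changed by -0.98, Ccna2 by -0.79 and Cdk1 by -0.57. Camera's means were 0.37 for immediate early genes (adjusted p 0.0519) and 0.24 for interferon genes (0.141) between Eµ-PRMT5/TCL1 and Eµ-TCL1 spleens, and 0.10 for S phase genes (0.119) between lymph nodes.

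Depth limits what can be seen. Cells thinned to 1000 UMIs miss many Mki67 and Cd93 UMIs, so these shares understate the cells that express them, and Ighe rests on few UMIs. The smallest libraries sum few B-like cells, where only large changes can pass the threshold.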

Other observations

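Among the tests of this part, those on other splits of the libraries (except for gene sets between tissues), on shared libraries, on Y-linked genes in B-like cells, on Xist, on chromosomes in both tissues, on the correlation of immediate early genes, on Hbb-bs, and on T-like RNA, mouse line, depth and linked genes were planned before their results were seen. The tests on cells of a female mouse, on chromosome 19, on the immediate early difference between Eµ-PRMT5 and Eµ-TCL1 spleens and its spread by B-like RNA, on splits for gene sets between tissues, and all tests on V genes were chosen only after the result was seen.

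The number of cells kept from Eµ-PRMT5 spleens was 17840. That is lower than the value quoted from the study above.

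Each count of changed genes was set against other splits of the same libraries. For Eµ-PRMT5 against Eµ-TCL1 spleens 6 of 100 splits gave at least 69 genes, the real one included, so chance is not excluded at 0.05. For Eµ-PRMT5/TCL1 against Eµ-TCL1 spleens it was 4 of 35, for Eµ-PRMT5/TCL1 against Eµ-PRMT5 spleens 6 of 100, and for the lymph nodes 35 of 35, as their count was 0. Chance is excluded for the tissue comparison, where 1 of 64 splits within mice, the real one, gave at least 6 genes. For the difference of tissue effects 35 of 35 splits gave as many, again with a count of 0. For gene sets called by camera, the real split was matched in 80 of 100 (Eµ-PRMT5 against Eµ-TCL1 spleens), 97 of 100 (Eµ-PRMT5/TCL1 against Eµ-PRMT5 spleens), 15 of 35 (lymph nodes), 54 of 64 (tissues) and 13 of 35 (difference of tissue effects), so chance is not excluded for these. For Eµ-PRMT5/TCL1 against Eµ-TCL1 spleens it was 1 of 35, which excludes chance at 0.05 for the count alone: 9 of 9 sets were called, other splits called a median of 6 and up to 8, camera called 5 without Eµ-PRMT5/TCL1 spleen 4, and fry and camera at an estimated correlation called 0. Means of the study's lists were as large in 18 of 100, 26 of 35 and 20 of 35 splits in the order of the lists, so chance is excluded for none.

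Log2 changes of Eµ-PRMT5 and of Eµ-PRMT5/TCL1 spleens, both against Eµ-TCL1 spleens, correlated across 11948 genes with r = 0.517, and 70.7% had the same sign. Genes are not independent replicates. Shared Eµ-TCL1 libraries are a candidate explanation: 17 of 50 simulations with unchanged groups gave an r as high (0.471 to 0.543, median 0.509), with a median of 67.2% of genes of the same sign. Genotype changes in lymph node and in spleen over the same 7 mice correlated across 12218 genes with r = 0.681, and 3 of 35 splits of the mice reached this (0.295 to 0.697, median 0.540). Sampling the same mice and clones in both tissues may thus give most of this correlation.

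The 69 genes called between Eµ-PRMT5 and Eµ-TCL1 spleens were tested against several technical causes. RNA of T-like cells is argued against, because 4 of the 69 (5.80%) were T-enriched, as were 4.09% of tested genes (Fisher's exact two-sided p 0.368). Blocks of linked genes from another strain background are argued against, since 14 of 59 called genes outside the immunoglobulin families had another called gene within 5 Mb, where random lists had a median of 17. The number of B-like cells and the depth cannot be told apart from genotype in most libraries. Of 5 Eµ-PRMT5 spleens, 4 held 2685815 to 8530532 B-like UMIs, and the 4 Eµ-TCL1 spleens held 15322870 to 34751009. Eµ-PRMT5 spleen 4 held more than these, 48950177. For the 51 called genes without overlap it lies with its group by definition, so these genes cannot decide the question. It is also a single library. Within groups, the called genes' mean correlated with log10 B-like UMIs over 9 spleens at r = -0.208 (permutation p 0.695, adjusted 0.695) and rho = -0.100 (permutation p 0.852, adjusted 0.852), and at 0.0692 without the 2 farthest libraries, which is too few libraries to exclude a relation; 3 relations were tested in this family. A difference between mouse lines that every cell carries cannot be told apart from a B-cell effect. Of 38 called genes with a T-like value, 30 (78.9%) changed the same way in T-like cells, and 1096 of 10000 random lists reached that (median 68.4%). Sex stays open too, as 3 of 4 Eµ-TCL1 spleens were male and 1 gene was called with Xist as a covariate.

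Immediate early genes, which respond within minutes to stress and to activation, varied together in both cell classes. Over 12 spleens their mean in T-like cells correlated with that in B-like cells at r = 0.899 (permutation p 6.00e-05, adjusted 0.00018) and rho = 0.853 (permutation p 0.00082, adjusted 0.00246), and at 0.826 without the 2 farthest spleens. With each group's mean taken out, r was 0.805 (permutation p 0.0119, adjusted 0.0178) and rho 0.636 (permutation p 0.0423, adjusted 0.0635), and r was 0.578 without the 2 farthest. In B-like cells of these libraries Eµ-PRMT5 spleens were 1.60 above Eµ-TCL1 spleens on the log2 scale (7.82 ± 0.61 against 6.22 ± 0.30, SD, n = 4 each, exact two-sided p 0.0286, the smallest possible, adjusted 0.0857 over 6 tests). In T-like cells they were 1.19 above (6.94 ± 0.26 against 5.75 ± 0.29, exact p 0.0286, adjusted 0.0857). Eµ-PRMT5 spleen 4, left out for its few T-like UMIs, was at the level of the lowest Eµ-TCL1 spleen in B-like cells (both 5.87). With it the B-like difference was 1.21 and the groups overlapped (7.43 ± 1.02, n = 5, against 6.22 ± 0.30, n = 4, exact p 0.0952, adjusted 0.229 over 8 tests). Spread of B-like RNA into T-like cells is argued against: Cd79b in T-like cells was at most 3.05% of its B-like level and Ms4a1 2.28%, while the immediate early genes were at 44.1% to 100% of theirs. A cause outside B cells, such as handling of the tissue after death, is therefore consistent with the rise of Nr4a1, Junb and Cd69 in the report as well, but only for the other 4 Eµ-PRMT5 spleens. A systemic effect of the genotype stays open and was not tested.

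Hbb-bs was lower in T-like cells of the lymph node in 7 of 7 mice as well (0 to 0.298 CPM against 1.77 to 483 CPM in spleen). Free RNA of red cells in spleen suspensions is thus a candidate source of its call in B-like cells.

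In 4 male Eµ-TCL1 libraries (spleens 2 and 4 and lymph nodes 2 and 3, from 2 mice) Y-linked genes were at 16.1 to 45.2 CPM over all cells, against 103 to 277 CPM in the other 4 male libraries. In their B-like cells these genes were at 0.334% to 8.91% of the T-like level, against 60.7% to 101% in the others, and T-like cells were at 128 to 163 CPM. Cells of a female mouse are argued against by Xist, which was at most 0.0510 CPM. Loss of the Y chromosome or its silencing in the B-cell clone may explain the pattern, as a hypothesis; both mice share the leading genes Ighv12-3 and Igkv4-91. That cells of 1 clone are present in both mice is argued against by a further Igkv gene beside Igkv4-91. This gene is Igkv5-39 in 1 mouse and Igkv17-127 in the other. Of B-like cells with at least 6 UMIs of the 2 genes together, at least 93.7% had both. Chromosome shifts of the 2 mice also correlate across 20 chromosomes at 0.0157 only. Xist was low over all cells of Eµ-PRMT5 spleen 4 (111 CPM, other females 234 to 364 CPM). Loss in B-like cells alone is argued against, since their Xist was 88.3% of that in its other cells, although other females had 121% to 169%.

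Genes of 1 chromosome shifted together in B-like cells of single libraries: 14 shifts beyond 0.2 on the log2 scale occurred in 10 libraries, and T-like cells of the same library showed it in 0 of the 11 that could be tested. With both tissues of the mouse measured, only chromosome 15 of Eµ-PRMT5/TCL1 lymph node 1 and spleen 4 passed the threshold in both (0.38 and 0.21); the other 4 shifts did so in 1 tissue. Shifts of the 20 chromosomes correlated between tissues of a mouse with a mean r of 0.527 (0.255 to 0.913), which 5040 pairings of lymph nodes and spleens reached with an exact p of 0.000198. Copy number changes carried by the B-cell clone are consistent with this, and DNA was not measured. In Eµ-PRMT5/TCL1 lymph node 1, 83.2% of 315 genes of chromosome 19 were higher than in spleen 4 of the same mouse, with 87.3% and 79.0% along its upper and lower part, as an extra copy would give. Another clone in the node is argued against by its leading gene Ighv1-52, which took 97.8% (95% Wilson interval 97.5 to 98.0) of Ighv UMIs and also led in the spleen.

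T-like cells differed in their receptor genes. The leading Trbv gene took 60.8% ± 26.9 of Trbv UMIs in Eµ-TCL1 spleens and 15% ± 5.69 in Eµ-PRMT5/TCL1 spleens (SD, n = 4 each), a difference of -45.8 points without overlap (exact two-sided p 0.0286, the smallest possible, adjusted 0.114 over 8 tests). For Trav it was -36.6 points (exact p 0.0286, adjusted 0.114). In lymph nodes the differences were -20.1 and -24.0 points (exact p 0.0571 for both, the smallest this permutation test can give). Eµ-PRMT5 spleens were -29.1 points from Eµ-TCL1 spleens for Trbv (exact p 0.190). Unequal numbers of Trbv UMIs are argued against, since the difference was -45.7 points at 1361 UMIs per library. Expanded T-cell clones are consistent with Eµ-TCL1 spleens 1, 2 and 4, in which the leading Trav gene was at least 62.4 points more common in cells with the leading Trbv gene than in other cells. The gap was as wide in the 3 Eµ-TCL1 lymph nodes (62.9 to 79.4 points), in Eµ-PRMT5 spleen 2 (62.9 points) and in Eµ-PRMT5/TCL1 lymph node 2 (72.8 points). It was 44.7 points in Eµ-PRMT5/TCL1 spleen 3, 39.0 in lymph node 3 and 29.3 in Eµ-PRMT5 spleen 5, so this sign of clones was not limited to a genotype. In Eµ-TCL1 spleen 3 it was 5.10 points, so that a clone cannot be told apart from a family of cells that prefer this gene. The same Trbv and Trav pair led in both tissues of 3 of 3 Eµ-TCL1 mice and 0 of 4 Eµ-PRMT5/TCL1 mice (Fisher's exact two-sided p 0.0286, the smallest possible). The leading gene was not low in every library with the PRMT5 transgene: Eµ-PRMT5 spleen 5 had 85.4% (95% Wilson interval 84.8 to 85.9) Trbv12-1. No adjusted p was below 0.05, so a difference between genotypes in T-cell clones is not shown, and sex, partly confounded with genotype here, stays open.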
